A study of Danio rerio with 9 samples.

How the data were processed

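The data were 9 single-cell RNA libraries of sorted zebrafish cells with a dim cd41:GFP signal, from WT and runx1-/- animals at 2.5, 6, 10 and 16 dpf. Per the labels' protocols, cells were captured with the 10x Genomics Chromium system and libraries were made with the version 3 kit for the 3' ends of transcripts. The deposited files hold, for each library, whole-number UMI counts per gene and cell barcode, and the counts were not normalized. The headers of the 5 matrices at 6 and 16 dpf give software version 3.1.0, per the file headers, and those of the 4 matrices at 2.5 and 10 dpf give none. Neither the labels nor the headers state the aligner, the genome build, the annotation or the rule by which barcodes were called as cells. The 2.5 dpf files list 26586 genes and the later files 26573, so at least 2 annotations were used, and 24201 genes that both lists share entered the comparisons. The smallest barcode held 2915 UMIs in WT and 2907 in runx1-/- at 2.5 dpf, against 500 to 505 in the later libraries, so the barcode filter of the authors also differed by age. Age was a term or a block in each test across ages, which takes up such differences between ages. Gene symbols and identifiers are those of the files, and no genome or coordinates were used here.

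Groups came from the genotype and age in the labels. Both 16 dpf runx1-/- libraries were treated as runx1-/- in the tests across ages. The labels do not say how many animals went into a library or what bloodless and recovered mean, and no library had a replicate. The filters, tests, comparisons, markers, fixed gene list, naming of genes and most alternatives were chosen before the data were examined. Barcodes with under 500 UMIs, under 200 genes or over 20% of UMIs from mitochondrial genes were left out, and 29994 of 30917 passed. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold called 249 doublets in all and 0 of 6114 cells in WT at 16 dpf, so it was judged not to have worked. In its place the highest-scoring cells of each library were removed, at 0.8% per 1000 cells passing, which took out 1119 and left 28875. The automatic threshold was kept as an alternative.

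Cells were clustered within each age on log-normalized counts with 2000 variable genes, 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1 (igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0). The 13 genes of the fixed list were left out of the variable genes. Clusters were scored against markers of 27 cell types, 7 of them for HSPC. A marker counted when at least 10% of the cells of a cluster had it and its level was at least a log2 fold of 1 over the lower quartile of clusters, with a pseudocount of 0.1 counts per 10000. A cluster scored for a class by the mean clipped log2 fold of its markers, and the best-scoring class needed 3 such markers and a score of 0.75. A cluster stayed unnamed when its 10 leading genes held more markers of another class than of its own, when its median UMI count was under 1/3 of that of its library with no own marker among the leading genes, or when it had no own marker there and a score under 1.5. Germ-cell genes seen to lead clusters at 16 dpf, a type outside the marker lists, could also hold back a name. The scoring and these limits were set after the cluster tables were seen. A definition of the leading genes against all other cells was tried earlier and replaced by the one above. The score limit of 1.5 was picked with the knowledge that a higher one would leave the runx1-/- library at 10 dpf with under 10 HSPC-like cells, since 135 of its 139 lie in 1 cluster, and 10 dpf would then add nothing to the contrast. The result without 10 dpf shows that case. Because of this freedom, shares are given beside the best-scoring clusters that were held back. Stress or immune genes led some HSPC-like clusters: cd74b, ccl19a.1 and hspb1 the cluster of 135 runx1-/- cells at 10 dpf, cebpb and coro1a a cluster at 2.5 dpf, and cebpb and cxcr4b a cluster at 6 dpf. Clusters led by genes of germ cells, neurons, epidermis and other non-blood tissue were kept in the denominators.

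Counts were summed per library over HSPC-like cells, over the best-scoring HSPC clusters and over all cells, and libraries with under 10 cells of a class were left out of its test. Genes were tested with edgeR 4.0.16 under R 4.3.3 (trimmed mean of M-values factors, filterByExpr, quasi-likelihood test of genotype with age as a factor, Benjamini-Hochberg threshold 0.05). The samples of such a test are libraries and never cells. Shares were compared by the mean over ages of the log2 ratio of runx1-/- to WT, with a pseudocount of 0.5 cells and with the 2 libraries of 16 dpf averaged, by a two-sided exact permutation test over 24 reassignments. Within an age, levels are CPM of summed counts with exact Poisson intervals, and log2 ratios use a prior of 1 count and conditional binomial intervals. Shares have exact Clopper-Pearson intervals. All are at 95% and cover counting error only. Levels of HSPC-like cells rest on 481341 UMIs in WT at 16 dpf and 495062 in runx1-/- at 10 dpf, the shallowest sums compared, and on 13775460 in the recovered library, so 3 counts are worth most in the former. Where a group had 0 counts, a fold was given as a lower bound against 3 counts.

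Beyond the fixed list (runx1, runx3, cbfb, gata2a, gata2b, gata1a, itga2b, spi1b, cebpa, ikzf1, mki67, pcna and top2a), the text names the 5 highest and 5 lowest genes, with the same sign at every age, of the tests over HSPC-like cells and over all cells, and the 3 highest and 3 lowest of each within-age ranking among genes with at least 100 counts. Outside the fixed list, genes that lead an HSPC-like cluster were not reported as results of a comparison inside that class. From the list, cebpa was among the leading genes of an HSPC-like cluster at 2.5 dpf, and its values are given. Other genes named in the closing section were chosen after their values were seen. Comparisons that share the 16 dpf WT library share its chance error, and no correlation or overlap between them is reported.

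The tests were run on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed 8-fold. In HSPC-like cells, over 9723 genes, 155 of the 200 were recovered (77.5%) with 2 false calls. In the best-scoring clusters, over 12130 genes, 189 were recovered (94.5%) with 2 false calls. Over whole libraries, with 18183 genes, 175 were recovered (87.5%) with 4 false calls.

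The alternatives listed at the outset were DESeq2 1.42.0, median-ratio factors in edgeR, no filter on low counts, each age and each 16 dpf runx1-/- library left out, cells with at least 500 genes and at most 10% mitochondrial UMIs, doublets kept, Leiden resolutions of 0.5 and 2, all libraries clustered together, cells thinned to 1000 UMIs, and priors of 0.5 and 5 counts. For the within-age levels the 12 haemoglobin genes were also left out of the denominator. Chosen after the data were seen were the best-scoring clusters, all cells with a myb UMI, and doublets at the automatic threshold. Thinning left out between 0 cells in each 2.5 dpf library and 208 cells in the recovered library. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and limma 3.58.1 under edgeR.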

Results

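Single-cell transcriptomes were recorded from zebrafish cells that carried a low level of green fluorescent protein under the cd41 promoter, a reporter that marks blood stem and progenitor cells when dim and thrombocytes when bright. Cells were sorted by fluorescence from wild-type (WT) animals and from runx1-/- animals with an 8 bp deletion in runx1, all of the EK strain, at 2.5, 6, 10 and 16 days post fertilization (dpf). There were 9 libraries, 4 WT and 5 runx1-/-. Each age had 1 library per genotype, except that 16 dpf had 2 runx1-/- libraries, which the labels call bloodless and recovered. The libraries held 30917 cell barcodes and 372790092 unique molecular identifiers (UMIs). Totals per library ran from 5166313 UMIs in 799 barcodes for runx1-/- at 6 dpf to 94476178 UMIs in 7883 barcodes for the recovered library. After filtering, 28875 cells remained, with a median depth of 4292 UMIs in the shallowest library (runx1-/- at 6 dpf) and 13400 in the deepest (WT at 6 dpf). No group had a replicate, so a difference within 1 age could not be tested. Tests across ages used the ages as repeats. Every interval below covers counting error only and leaves out the spread between animals and captures.

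The targeted gene runx1 (ENSDARG00000087646) was examined in every library. Its summed level over all cells was 0.0372 CPM (UMIs of the gene scaled to a common library total) in WT at 2.5 dpf, from 1 count, and 0.268 CPM in runx1-/- at 2.5 dpf, from 3 counts. At 6 dpf it was 1.93 CPM in WT (exact Poisson 95% interval 1.498 to 2.44) and 10.0 CPM in runx1-/- (7.43 to 13.2). At 10 dpf it was 1.99 CPM in WT (1.495 to 2.58) and 4.22 CPM in runx1-/- (3.54 to 4.995). At 16 dpf the WT library had 0.712 CPM (0.537 to 0.927), the bloodless library 1.57 CPM (1.22 to 1.99) and the recovered library 1.39 CPM (1.15 to 1.67). The transcript was therefore counted in all 5 runx1-/- libraries, and the counts do not show whether it carried the deletion. Across all 9 libraries the log2 fold change of runx1 was 1.03 (SE 0.415), higher in 5 of 5 runx1-/- libraries, and the difference was not past the threshold (adjusted p 0.237 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives, leaving out 16 dpf moved this value most, to 1.22.

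Cells were clustered within each age, and clusters were named after hematopoietic stem and progenitor cell (HSPC) markers or the markers of 26 other cell types. In WT at 2.5 dpf, 806 of 2161 cells were HSPC-like (37.3%, exact Clopper-Pearson 95% interval 35.3 to 39.4%). The runx1-/- library of that age had 3 of 1162 (0.258%, 0.0533 to 0.753%). At 6 dpf the shares were 24.8% in WT (23.2 to 26.5%) and 39.1% in runx1-/- (35.6 to 42.7%). At 10 dpf they were 17.1% (15.7 to 18.6%) and 4.30% (3.62 to 5.05%). At 16 dpf they were 0.619% in WT (0.434 to 0.856%), 9.56% in the bloodless library (8.59 to 10.6%) and 13.2% in the recovered library (12.4 to 14.0%). The rule that gave a cluster its name was set after the cluster tables had been seen. It held back clusters that scored highest for HSPC markers but had more markers of another class among their 10 leading genes. For 1 cluster at 16 dpf the reason was low UMI counts. In nearly all the others it was 1 marker of another class, such as cldni, ccr9a or cldn5b, against 0 of HSPC. The clusters held back were 7.68% of cells in WT and 0.0861% in runx1-/- at 2.5 dpf, 16.6% and 0.919% at 6 dpf, and 18.9% and 59.5% at 10 dpf. At 16 dpf they were 30.3% of WT cells, 25.6% of bloodless cells and 25.5% of recovered cells. With them counted, the best-scoring HSPC clusters held 45.0% and 0.344% of cells at 2.5 dpf, 41.5% and 40.0% at 6 dpf, and 36.0% and 63.8% at 10 dpf. At 16 dpf they held 30.9% of WT, 35.1% of bloodless and 38.7% of recovered cells. Of the 5815 WT cells at 16 dpf, 83.2% had no name. Among them were 1132 cells of a cluster that scored highest for neutrophil markers and was held back in the same way.

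**Figure D1:**
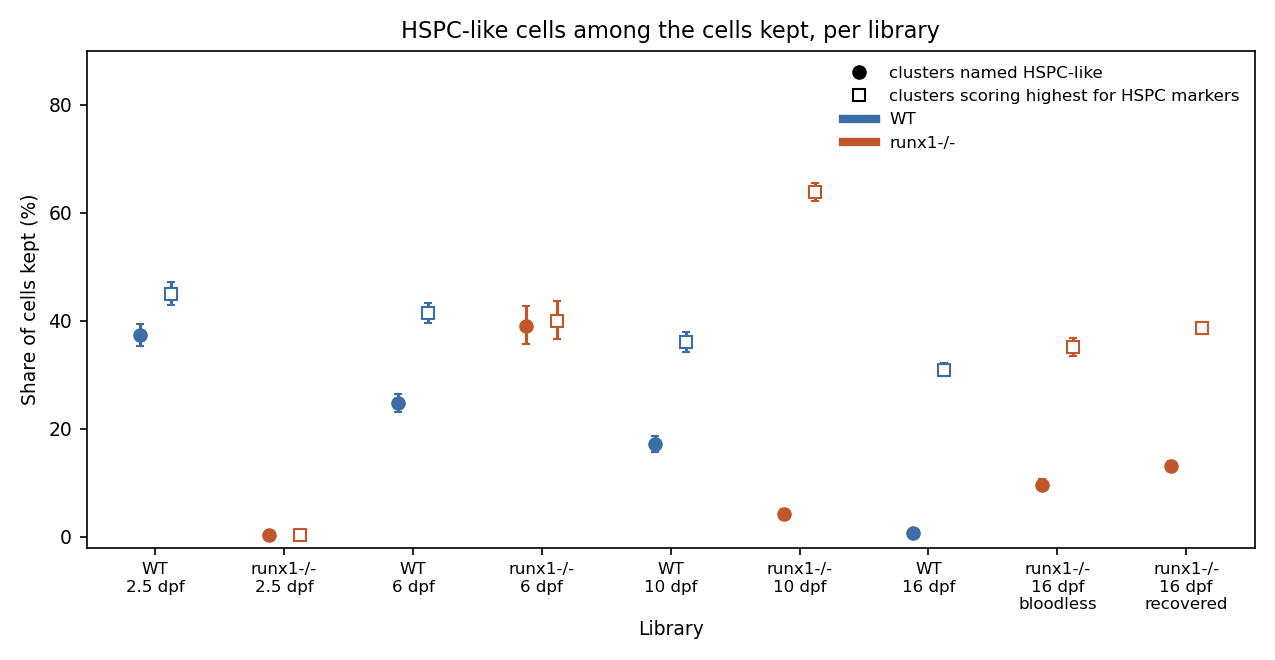
Share of the cells kept (%) in each of the 9 libraries that fell in clusters named HSPC-like (filled circles) and in all clusters scoring highest for HSPC markers (open squares), with exact 95% binomial intervals, WT in blue and runx1-/- in orange. At 2.5 dpf both measures lie under 1% in runx1-/-, at 0.258% and 0.344%, while at 16 dpf the WT circle lies at 0.619% and the WT square at 30.9%.

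Whether genotype shifted the share of HSPC-like cells was tested over the 4 ages. The mean log2 ratio of runx1-/- to WT shares was −1.03, with a two-sided exact permutation p of 0.75 over 24 reassignments of the WT label within ages. The smallest p this design allows is 0.0417. By age the log2 ratio was −6.95 at 2.5 dpf, 0.66 at 6 dpf, −1.99 at 10 dpf and 4.16 at 16 dpf, so the mean covers ratios of opposite sign. The alternative that moved it most was doublet removal at the automatic threshold, chosen after the data were seen, which gave 2.64. In that setting runx1-/- at 2.5 dpf and WT at 10 and 16 dpf had 0 HSPC-like cells, so the pseudocount of 0.5 cells set its size. Without 2.5 dpf the mean was 0.94, and without 16 dpf it was −2.76. At 10 dpf the sign depended on the class definition, since the best-scoring clusters gave a log2 ratio of 0.83. All named blood classes together made up 51.9% of WT and 19.9% of runx1-/- cells at 2.5 dpf, 49.3% and 44.5% at 6 dpf, and 61.3% and 36.5% at 10 dpf. At 16 dpf they made up 13.8% of WT, 43.5% of bloodless and 62.0% of recovered cells. Blood clusters held back from a name added 76.6% of cells in WT at 16 dpf, against 26.8% in the bloodless and 27.3% in the recovered library. They added 16.4% of WT and 0.258% of runx1-/- cells at 2.5 dpf, 39.9% and 8.92% at 6 dpf, and 36.3% and 60.1% at 10 dpf. The mean log2 ratio of named blood shares was −0.09 (exact permutation p 0.875), and 0.34 without 2.5 dpf, 0.13 without 10 dpf and −0.76 without 16 dpf. Over blood cells alone, HSPC-like cells were 71.9% in WT and 1.30% in runx1-/- at 2.5 dpf, 50.3% and 87.9% at 6 dpf, and 27.9% and 11.8% at 10 dpf. At 16 dpf they were 4.50% in WT, 22.0% in the bloodless and 21.2% in the recovered library. The mean log2 ratio over blood cells was −0.94 (exact permutation p 0.833), and 0.60 without 2.5 dpf. With clusters held back from a name counted, the mean log2 ratio of blood shares was −0.68 (exact permutation p 0.125), with −1.76 at 2.5 dpf, −0.74 at 6 dpf, −0.016 at 10 dpf and −0.19 at 16 dpf. None of the 3 share measures passed a threshold of 0.05 in a setting that kept all libraries. The settings that left out an age or a library could not pass it, since the smallest p they allow is 0.0625 to 0.125.

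Genes differing between genotypes within HSPC-like cells were sought in summed counts of 7 libraries, because the runx1-/- library at 2.5 dpf had only 3 such cells and WT at 2.5 dpf then had no partner. Of 9723 genes tested, 867 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 734 higher and 133 lower in runx1-/-. Of these, 731 had the same sign in every contrast. In total, 84.7% of the called genes were higher, against 71.4% of the 996 genes called by DESeq2. Removing cells with under 500 genes or over 10% mitochondrial UMIs moved the count most, to 2973 genes from 4 libraries. Leaving out 6 dpf gave 280 genes, of which 250 were among the 867, and leaving out 10 dpf gave 288, of which 265 were. In the best-scoring clusters 1158 of 12130 genes were called, 714 higher and 444 lower, and 434 of them were among the 867, 428 with the same sign. At 6 and 10 dpf HSPC-like cells of the 2 genotypes lay in largely separate clusters. At 6 dpf clusters of 469 and 278 cells held only WT and only runx1-/- cells, and at 10 dpf 433 WT cells lay with 4 runx1-/- cells and the other 135 apart. At 16 dpf all 36 WT cells lay in 1 cluster with 265 bloodless and 750 recovered cells. Of the 867 genes, 478 had been used in clustering. The count therefore holds genes on which the clusters were formed, and a cluster that is nearly all from 1 library may reflect that library.

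The series title pairs RUNX1 with GATA2 as separate drivers of blood development, and zebrafish have 2 GATA2 genes, gata2a and gata2b. Both were left out of the clustering. The HSPC-like level of gata2b (ENSDARG00000009094) at 6 dpf was 30.9 CPM in WT (27.6 to 34.4, 326 counts) and 153.5 CPM in runx1-/- (135.5 to 173.2, 262 counts). At 10 dpf it was 9.10 CPM in WT (6.61 to 12.2, 44 counts) and 94.9 CPM in runx1-/- (69.8 to 126.2, 47 counts). At 16 dpf WT had 4.16 CPM from 2 counts in 36 cells, the bloodless library 31.0 CPM (26.8 to 35.8) and the recovered library 14.8 CPM (12.9 to 17.0). The log2 ratios to WT were 2.32 at 6 dpf (2.07 to 2.55) and 3.38 at 10 dpf (2.76 to 4.01). For the bloodless library the ratio was 2.32 (1.03 to 5.96), and for the recovered library it was 1.26 (−0.04 to 4.89), an interval that includes 0. Fitted over the ages, gata2b was higher in runx1-/- by a log2 fold change of 2.14 (SE 0.474), in 4 of 4 runx1-/- libraries, with an adjusted p of 0.0131 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Clustering all libraries together moved the value most, to 5.26. Without 10 dpf it was 1.62 and not past the threshold (edgeR adjusted p 0.106, higher in 3 of 3 runx1-/- libraries), and over all cells with a myb UMI it was 1.08 (edgeR adjusted p 0.271). Over the alternatives the adjusted p of gata2b ran from 1.83e-06 to 0.271. In WT at 2.5 dpf gata2b was at 26.8 CPM in HSPC-like cells, and the runx1-/- partner could not be compared.

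The HSPC-like level of gata2a (ENSDARG00000059327) was lower throughout. At 6 dpf it was 0.0947 CPM in WT, from 1 count, and 17.0 CPM in runx1-/- (11.4 to 24.4, 29 counts), a log2 ratio of 6.54 (4.90 to 12.84). At 10 dpf there were 3 counts in WT and 4 in runx1-/-, a log2 ratio of 3.61 (1.14 to 6.47). At 16 dpf WT had 1 count, and the log2 ratios of −0.19 for the bloodless and −0.38 for the recovered library had intervals that include 0. The fitted log2 fold change was 4.34 (SE 0.861), with a higher CPM in 4 of 4 runx1-/- libraries, with an edgeR quasi-likelihood adjusted p of 0.00688 after Benjamini-Hochberg adjustment. The within-age ratios at 16 dpf used a prior of 1 count, and with a prior of 0.5 counts they were 0.19 and 0.02. The gata2a result rested on 6 dpf: without that age it was 2.35, with an edgeR adjusted p of 0.440 in a range over the alternatives of 1.58e-05 to 0.440. Over cells with a myb UMI it was 1.56 (edgeR adjusted p 0.183). At 6 dpf the sum of 8 endothelial markers in HSPC-like cells was 128.3 CPM in runx1-/- and 0.947 CPM in WT. Cells without a UMI of any of the 10 endothelial markers held 4 gata2a counts in runx1-/- and 1 in WT at that age. That gave a log2 ratio of 6.06 (3.40 to 12.36). A UMI is often missed, so endothelial cells counted with the class stay open for gata2a. In all HSPC-like cells runx1 itself had 12 counts in WT and 38 in runx1-/- at 6 dpf (1.14 and 22.3 CPM). At 10 dpf it had 10 and 5 counts (2.07 and 10.1 CPM). At 16 dpf runx1 had 0 counts in WT, 23 in the bloodless and 40 in the recovered library, and the WT cells were too few to give a fold. Its fitted log2 fold change was 2.81, higher in 4 of 4 runx1-/- libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00861), and 1.89 without 6 dpf (edgeR adjusted p 0.418, in a range over the alternatives of 0.000696 to 0.418).

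**Figure D2:**
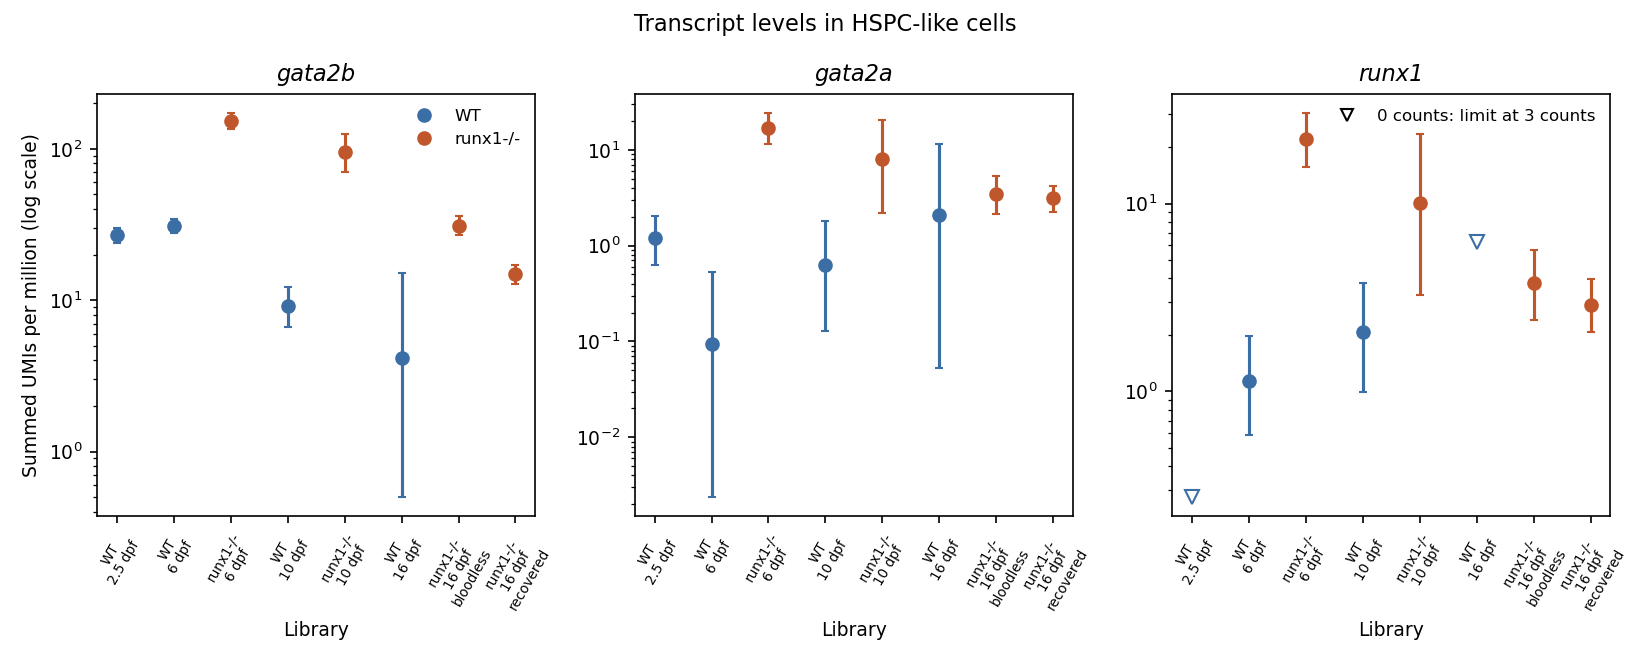
Levels of gata2b, gata2a and runx1 in HSPC-like cells, in CPM of summed UMIs on a log axis with exact Poisson 95% intervals, for the 8 libraries with at least 10 such cells, WT in blue and runx1-/- in orange; open triangles mark 0 counts, drawn at the level of 3 counts. For gata2b the 4 runx1-/- libraries lie between 14.8 and 153.5 CPM and the WT libraries between 4.16 and 30.9 CPM.

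A list of 13 genes was fixed before the data were examined. In HSPC-like cells 4 of them passed the threshold over all genes tested, namely runx1, gata2a, gata2b and runx3. When adjusted over the list alone 5 did, with spi1b added. The log2 fold change of spi1b was 2.55, but its level was higher in only 2 of 4 runx1-/- libraries. In the best-scoring clusters the value of spi1b was −0.35. For runx3 the log2 fold change was 2.89 in HSPC-like cells, in 4 of 4 runx1-/- libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0337). In the best-scoring clusters it was −1.94, lower in 4 of 4 (edgeR adjusted p 0.0253), and without 10 dpf it was 1.04 (edgeR adjusted p 0.428), in a range over the alternatives of 0.000825 to 0.586. The direction of runx3 therefore depended on which clusters were counted. In the best-scoring clusters 5 of the 13 genes passed both over all genes and adjusted over the list alone. There cebpa was lower by edgeR (−2.79, adjusted p 0.0149, in 4 of 4 runx1-/- libraries), while its HSPC-like value was −0.01. At 10 dpf runx3 was among the leading genes of best-scoring clusters of 253 WT and 11 runx1-/- cells and of 131 and 10. At that age cebpa was among those of a cluster of 84 WT and 3 runx1-/- cells. Both lower calls are qualified by this, although both genes were left out of the clustering. Outside the list, the lowest genes in HSPC-like cells that met the naming rule were ndst3, myl10, si:ch211-253b8.5, BX323884.1 and osbpl3a, at log2 fold changes of −7.68, −6.56, −6.50, −6.07 and −5.66. For ndst3 there were 0 counts in the 4 runx1-/- libraries and 138 in WT, which puts it at least 63.8-fold lower against a floor of 3 counts over the group. Of these, myl10 and osbpl3a lost the call without 6 dpf. Of the highest genes, si:ch211-1a19.3 and spock3 led an HSPC-like cluster and are not reported as results. The others were counted in runx1-/- and at 0 in the WT libraries, over the group at least 163.8-fold higher for cabp5b (682 counts), 31.5-fold for ackr3a (131 counts) and 19.7-fold for aste1a (82 counts). These bounds and that of ndst3 pool ages of different depth, so they do not bound a difference within 1 age. The WT sums were 10564814 UMIs at 6 dpf and 481341 at 16 dpf. In runx1-/- they were 1707092 at 6 dpf and 13775460 in the recovered library. The ackr3a call was absent by DESeq2, in the best-scoring clusters and over cells with a myb UMI, where its log2 fold change was 1.09.

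Summed over all cells kept, which does not depend on cluster names but mixes composition with expression, 250 of 18183 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 101 higher and 149 lower in runx1-/-, and 241 of them had the same sign in every contrast. DESeq2 moved the count furthest upward, calling 1492 genes, 60.1% of them higher, against 40.4% for edgeR, and 245 of the 250 were among them. The bloodless library carried much of the result: without it 32 genes were called, 30 of them among the 250. Without 2.5 dpf there were 348, without 6 dpf 130, without 10 dpf 104, without 16 dpf 83 and without the recovered library 107. The lowest genes were si:dkey-21e2.10, si:dkey-21e2.12, si:dkey-78l4.6, si:dkey-21e2.8 and FO904898.3, at log2 fold changes of −8.28, −7.94, −7.56, −6.66 and −6.42. The 3 genes that share the si:dkey-21e2 prefix could be copies of each other, in which case the authors' counting could split their reads, so their separate values are uncertain. Genes of that prefix led an unnamed cluster at 6, 10 and 16 dpf, of 53, 50 and 45 WT cells against 0, 10 and 1 to 3 runx1-/- cells per library. The highest were AL935210.1, ecscr, avpr1ab, bcl6b and paplnb, at 6.62, 5.67, 5.35, 5.22 and 4.89. AL935210.1 was a leading gene of erythroid-like clusters. Without the bloodless library, si:dkey-21e2.10, si:dkey-21e2.12 and ecscr were still called and the other 7 were not. From the fixed list, cebpa and runx3 passed over all genes, and spi1b and cbfb were added when adjusted over the list alone, which made 4. Here spi1b was lower in 5 of 5 runx1-/- libraries (log2 fold change −1.86), opposite in sign to its HSPC-like value. By edgeR cebpa was lower in 5 of 5 runx1-/- libraries (log2 fold change −2.94, adjusted p 0.00785), and so was runx3 (−2.83, adjusted p 0.0156, and 0.0945 without the bloodless library, the highest over its alternatives, of which the lowest was 5.59e-09). For gata2b the whole-library log2 fold change was 0.34, higher in 4 of 5 runx1-/- libraries (edgeR adjusted p 0.822), and −0.42 without 10 dpf.

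Within single ages, genes were ranked in HSPC-like cells by the ratio of the libraries, with no test and at least 100 counts between them. At 6 dpf, ncs1a had 493 counts in WT and 0 in runx1-/-, at least 26.6-fold lower against a per-library floor of 3 counts, and si:ch211-121a2.2 had a log2 ratio of −4.53. The highest at 6 dpf outside the leading genes of clusters named HSPC-like were hspb9, a heat-shock gene with 344 counts in runx1-/- and 0 in WT (at least 709.6-fold), and ccl38.1, a chemokine gene with 280 and 0 counts (at least 577.6-fold). At 10 dpf hspb9 was among the leading genes of 4 unnamed clusters that scored highest for HSPC markers. At 10 dpf, where 135 of the 139 runx1-/- cells lay in a cluster led by s1pr4, ccl19a.1, cd74b and hspb1, all 6 ranked genes led an HSPC-like cluster and are not reported. At 16 dpf ctsla was lower than in WT in both runx1-/- libraries, with log2 ratios of −3.18 in bloodless and −3.49 in recovered cells, and her9 and guf1 were lower in recovered cells by ratios of −2.92 and −2.76. The WT side of these ratios rests on 36 cells. The haemoglobin gene hbae1.3 had 0 counts in those WT cells and was at least 15.7-fold higher in bloodless and 15.1-fold higher in recovered cells, and AL935210.1, a leading gene of erythroid-like clusters, was at least 17.4-fold higher in bloodless cells. Haemoglobin genes took 7.06% of all counts in the bloodless, 6.84% in the recovered and 0.280% in the WT library, and 0.0438%, 0.0615% and 0.00249% of the counts of HSPC-like cells, so these values are not separated from free RNA of erythroid cells.

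The bloodless and recovered libraries at 16 dpf were compared directly in their 321 and 946 HSPC-like cells. The log2 ratio of bloodless to recovered was 1.07 for gata2b (0.77 to 1.36), 0.19 for gata2a (−0.68 to 0.94), 0.41 for runx1 (−0.42 to 1.16) and −0.07 for runx3 (−0.90 to 0.63). The interval of gata2b excluded 0, and those of gata2a, runx1 and runx3 did not. For itga2b, the gene of the cd41 reporter, it was 3.03 (2.24 to 4.07), from 53 counts in bloodless and 14 in recovered cells. The highest genes by the ranking rule were cpn1 at 2.58 (2.24 to 2.95), ndufa4 at 2.42 and rac3a at 2.37, and the lowest were ins, hbae5 at −2.94 and si:dkey-16p21.8 at −2.67. The sign of si:dkey-16p21.8 changed with the clustering, to 1.09 at resolution 0.5. The value of ins rested on 1 cell, which held 32320 of the 32332 counts in recovered HSPC-like cells. Erythroid-like cells made up 26.2% of the bloodless library (24.7 to 27.7%), 42.2% of the recovered library (41.0 to 43.3%) and 0.619% of WT (0.434 to 0.856%). Unnamed clusters led by erythroid genes held another 20.2% of WT cells (19.2 to 21.3%), against 0 bloodless cells and 0.195% of recovered cells. They scored highest for HSPC markers (678 WT cells) and thrombocyte markers (498 WT cells), so their best scores would not raise the WT erythroid share. The 678 cells are also counted above among the held-back HSPC clusters. The low WT share thus depends on the class to which such cells are given.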

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

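The tests of explanations in this part were chosen only after the results were seen, as were the best-scoring clusters, the automatic doublet threshold and the set of cells with a myb UMI. The other processing alternatives were planned.

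The ratio of HSPC-like shares ran in opposite directions at the youngest and oldest ages. The log2 ratio of runx1-/- to WT was −6.95 at 2.5 dpf and 4.16 at 16 dpf, where both runx1-/- libraries lay above WT. The difference between the ages was not tested, since each age has 1 library per genotype or 1 against 2. The 2.5 dpf side held in each way the cells were processed. Counting the clusters held back from the name gave −6.86, which argues against the naming rule as its cause. Thinning each cell to 1000 UMIs gave −5.93, which argues against the difference in depth, and over blood cells alone the ratio was −5.57, which argues against more non-blood cells in the sort as the whole cause. A loss of HSPC-like cells without runx1 at this age may be the biological reading. It rests on 1 library against 1, with 3 HSPC-like cells in runx1-/-, and a difference in how that single sort or capture went, or a wrong label, stays open. The 16 dpf side depended on which cells were counted. It was 8.66 with the stricter cell filter, 6.16 with doublets kept, 7.15 and 5.88 at resolutions 0.5 and 2, 4.16 after thinning and 8.33 with automatic doublets. These rest on 1, 3, 4, 5, 0 and 0 WT cells in that order, and after thinning on 4 bloodless and 12 recovered cells, so few cells or the pseudocount of 0.5 cells set their size. With the held-back clusters counted it was 0.25, so the naming rule, which those settings share, is a candidate explanation for most of the 4.16. Clustering all libraries together gave −0.44. No biological reading is offered for it.

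Over blood cells alone the same pattern appeared, with log2 ratios of −5.57 at 2.5 dpf and 2.25 at 16 dpf. The share of all named blood cells was also lower in runx1-/- at 2.5 dpf, with a log2 ratio of −1.38, and higher at 16 dpf, at 1.92, and these differences between ages were not tested either. At 16 dpf 76.6% of WT cells lay in blood clusters held back from a name, against 26.8% and 27.3% of bloodless and recovered cells. With those clusters counted the 16 dpf ratio was −0.19, so this value depends on how blood clusters were named. The 2.5 dpf ratio was −1.76 with them counted, but it depended on other choices: after thinning to 1000 UMIs it was −0.23 (31.1% of WT and 26.4% of runx1-/- cells), with all libraries clustered together −0.42, with automatic doublets −0.44 and at resolution 2 −0.47. Thinning also formed and named the clusters anew, and changes of clustering at full depth moved the ratio nearly as far, so depth and clustering cannot be told apart. Genotype stays open as well, as an untested explanation of what is left.

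Summed over whole libraries, gata2b was lower in runx1-/- at 2.5 dpf, with a log2 ratio of −3.26 (17.96 CPM in WT and 1.79 CPM in runx1-/-), and higher at 10 dpf, with 2.47 (14.15 and 78.5 CPM). The difference between the ages was not tested. The 50 most abundant genes of each library took 45.1% of the counts in runx1-/- and 39.8% in WT at 2.5 dpf, where 93.7% in runx1-/- would be needed to give the whole ratio. With these genes out of the denominators the ratio was −3.13 (−3.92 to −2.55), which argues against a few abundant genes as the cause. Cells of another type in the sort could explain it, since only 19.9% of runx1-/- cells at that age, against 51.9% of WT cells, were in named blood classes. Among cells with a myb UMI the ratio was −0.55 (−1.69 to 0.19) from 11 counts in runx1-/- and 334 in WT. With so few counts, a change in the cells sorted and a change of level within them cannot be told apart.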

How the results depend on the processing

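The best-scoring clusters, cells with a myb UMI and doublets at the automatic threshold were chosen as alternatives only after the results were seen. The others were planned. For the results that answer a comparison, 73 values kept their direction and their side of the threshold, 18 changed sign, 12 fell short of the threshold or of the count, and 5 rose above it. For single genes the numbers were 487 kept, 57 moved, 27 changed sign and 48 fell short.

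The mean log2 ratios of shares were least stable, and none passed the threshold in a setting that kept all libraries. With an age or a library left out, no p under 0.05 was possible. For HSPC-like cells among cells kept (−1.03) the value was 0.996 with the stricter cell filter, 0.44 at resolution 0.5, 0.17 after thinning and 2.64 with automatic doublets, and −2.76 (without 16 dpf) to 0.94 (without 2.5 dpf) with an age or library left out. For the blood share (−0.09) it was 0.16, 0.17, 0.10 and 0.21 under the same 4 settings, 0.043 with doublets kept and 0.24 at resolution 2, −0.68 in the best-scoring clusters (exact permutation p 0.125, over the settings that kept all libraries 0.125 to 0.917), and −0.76 (without 16 dpf) to 0.34 (without 2.5 dpf). For HSPC-like cells among blood cells (−0.94) it was 0.84, 0.28, 0.069 and 2.43, and −2.002 (without 16 dpf) to 0.60 (without 2.5 dpf). The number of HSPC-like cells shows how the class moved: in runx1-/- at 10 dpf it was 139, but 1417 with the stricter filter, 1612 after thinning, 622 at resolution 2 and 0 at resolution 0.5. In WT at 16 dpf it was 36, but 629 with all libraries clustered together, 1 with the stricter filter, 3 with doublets kept, 4 and 5 at resolutions 0.5 and 2, and 0 after thinning and with automatic doublets. With the stricter filter, doublets kept or resolution 2 it was therefore under the limit of 10 cells, and the test of genes rested on 6 and 10 dpf alone. With automatic doublets 3 libraries had 0 HSPC-like cells, and the pseudocount set the size of 2.64 and 2.43. Which clusters met the naming rule changed each time, and the cause was not tested further.

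The count of genes in HSPC-like cells (867) was 1496 with no filter on low counts, where more genes were tested, 2973 with the stricter cell filter, which left 4 libraries, 2600 with all libraries clustered together, from 5 libraries, and 411 over cells with a myb UMI. Leaving out an age or library gave 280 (without 6 dpf) to 916 (without 16 dpf). The share of called genes that were higher in runx1-/- fell from 84.7% to 42.1% over cells with a myb UMI, and was 53.4% with all libraries clustered together and 61.1% with the stricter filter. At resolution 0.5 and with automatic doublets only 6 dpf had 10 HSPC-like cells in both genotypes, and since ages with 1 genotype were left out of the contrast, no test of genes was run there. In whole libraries the count (250) was 1492 by DESeq2 and 393 with no filter, and 32 (without the bloodless library) to 348 (without 2.5 dpf) with an age or library left out, the others being 83 to 130. The cause of the difference between DESeq2 and edgeR was not tested.

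For gata2b in HSPC-like cells (2.14) the direction held in 14 of 14 alternatives, and the call was lost over cells with a myb UMI (1.08) and without 10 dpf (1.62), with a range of 1.62 to 2.65 over the ages and libraries left out. For gata2a (4.34) the direction also held in all 14, and the call was lost over cells with a myb UMI (1.56) and without 6 dpf (2.35), with a range of 2.35 to 5.35. The level of runx1 over whole libraries kept its direction and stayed short of the threshold in 12 of 12, from 0.86 to 1.22.

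Single genes changed sign as follows, with causes not tested unless given. In the best-scoring clusters runx3 was at −1.94 in the test over ages, −2.08 at 6 dpf and −2.13 at 10 dpf, cebpa at −1.60 at 10 dpf, −4.06 in bloodless and −2.91 in recovered cells, and gata2a at 2.52 and 2.29 in bloodless and recovered cells against WT. Over cells with a myb UMI runx3 was at −2.30. At resolution 2 cebpa was at −0.44 at 10 dpf. Over whole libraries gata2b ran from −0.42 (without 10 dpf) to 1.115 (without 2.5 dpf). At 16 dpf against WT, where the WT cells held 0 or 1 count of these genes, the prior set the sign: with 5 counts runx1 was at −1.17 in bloodless and −1.67 in recovered cells and cebpa at −0.095 in recovered cells, and with 0.5 counts runx3 was at 0.25 and 0.34 and gata2a at 0.19 and 0.019. Between bloodless and recovered cells runx3 was at 0.058 with a prior of 5, 0.36 at resolution 0.5, 0.085 at resolution 2 and 0.72 in the best-scoring clusters. In that contrast resolution 0.5 gave −0.37 for gata2a, −0.31 for cebpa and 1.09 for si:dkey-16p21.8, resolution 2 gave 0.24 for si:dkey-16p21.8, and the best-scoring clusters gave −1.15 for cebpa.

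Depth limits the HSPC-like comparisons at 16 dpf, with 481341 UMIs in 36 WT cells, and at 10 dpf, with 495062 in 139 runx1-/- cells. In both a count of 3 is worth more CPM than in the deeper sums. At 2.5 dpf the 3 runx1-/- cells allowed no comparison of levels. Libraries carry no replicate numbers that would pair them, and WT and runx1-/- libraries were matched by age alone, in each test across ages.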

Other observations

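The tests below were chosen only after the results were seen, apart from the other splits of the libraries and the thinning test of gata2b, which were chosen before. The reassignments within ages and the separate view of 16 dpf in the gata2b tests were also chosen after.

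Other splits of the libraries were put through the same test as the genotypes. For HSPC-like cells 1 of 35 splits of the 7 libraries into groups of 3 and 4, the real one, gave as many genes as the genotypes did, and the next gave 2 genes. For whole libraries 1 of 100 splits drawn from 126, again the real one, gave as many, and the next gave 96. Of these, 1 of the 35 and 3 of the 100 could not be fitted, since they follow age alone, and they count as 0 genes. Most of the splits put both genotypes of an age on one side, whereas the test compares genotypes within ages. Over the reassignments of the WT label within ages, all of them fitted, the real split was 1 of 12 for HSPC-like cells (8.33%), so 5% cannot be reached there and chance is not excluded for the 867 genes, although the next gave only 2. For whole libraries it was 1 of 24 (4.17%), and the others gave 0 genes, so a split by chance is excluded at the level of 5% for the 250 genes. The splits do not separate genotype from the clusters, since at 6 and 10 dpf cells of the 2 genotypes were named in largely separate clusters.

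The runx1 transcript in runx1-/- HSPC-like cells was set against free RNA from other cells. In 4 of 4 runx1-/- libraries its interval in HSPC-like cells lay above that in erythroid-like cells of the same library, at 22.3 against 0 CPM at 6 dpf, 10.1 against 1.503 CPM at 10 dpf, 3.80 against 0.407 CPM in bloodless and 2.90 against 0.508 CPM in recovered cells. In bloodless and recovered cells this argues against RNA from other cells, so a transcript that outlasts the 8 bp deletion may be present. At 6 and 10 dpf it does not decide, since free RNA is a smaller part of a deeper cell. Median UMIs were 4481.5 in HSPC-like and 29232 in erythroid-like cells at 6 dpf, and 3031 and 19937 at 10 dpf. In bloodless cells they were 17623 and 21434, and in recovered cells 14713.5 and 17633. The 0 CPM at 6 dpf came from 19 cells. Whether the runx1 reads carry the deletion was not analysed here.

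The higher gata2b level in runx1-/- HSPC-like cells was put to 4 technical tests. For RNA from other cells, 4 of 4 libraries had their HSPC-like interval above the erythroid-like one, which argues against it at 16 dpf. At 6 and 10 dpf the erythroid-like cells held far more UMIs per cell. Free RNA is a smaller part of such cells, so the test does not decide there. For a few genes taking most of the counts, leaving out haemoglobin genes was tried earlier and moved nothing, because they are under 0.1% of these counts. Leaving the 50 most abundant genes of each library out of its denominator gave log2 ratios of 1.98 at 6 dpf, 3.22 at 10 dpf, 2.05 in bloodless and 1.09 (−0.20 to 4.73) in recovered cells. For depth, thinned HSPC-like cells gave 2.04 at 6 dpf (1.31 to 2.85) and 2.25 at 10 dpf (0.66 to 4.09). The same cells were thinned without naming them anew, which leaves the expected share of a gene in each cell unchanged. It shows only that the deeper cells did not carry the whole ratio, and it cannot exclude depth. For endothelial cells counted with the class, the HSPC-like cells without a UMI of any of the 10 endothelial markers gave 2.54 at 6 dpf, 3.61 at 10 dpf, 2.26 (0.87 to 5.90) in bloodless and 0.82 (−0.50 to 4.46) in recovered cells. This kept 84 of 298 runx1-/- and 602 of 662 WT cells at 6 dpf, 81 of 139 and 272 of 433 at 10 dpf, and 62 of 321 bloodless, 453 of 946 recovered and 29 of 36 WT cells at 16 dpf. With fli1a and cldn5b left out of the markers it kept 214 and 652 cells at 6 dpf, 120 and 405 at 10 dpf, and 313 bloodless, 930 recovered and 34 WT cells, and the ratios were 2.35, 3.40, 2.20 (0.90 to 5.83) and 1.14 (−0.15 to 4.78). At 16 dpf thinning left 0 counts in WT, with 1.52 in bloodless and −0.039 in recovered cells and intervals that include 0, so depth and a change of level cannot be told apart in HSPC-like cells there, and in recovered cells abundant genes and endothelial cells stay open too. In the best-scoring clusters, which have more WT counts, thinned cells gave at least 1.94 over the 4 contrasts and cells without a UMI of the 10 markers at least 2.30, or of the 8 at least 1.83. These endothelial filters do not decide, since a UMI is often missed, depth differs between the libraries, and no cluster was named endothelial that would show how many such cells a filter removes. At 6 and 10 dpf abundant genes are thus argued against. RNA from other cells, depth, endothelial cells counted with the class and a higher gata2b level without runx1 cannot be told apart. The cells compared also differed in other markers. Erythroid markers scored second in the 6 dpf cluster of 469 WT cells (1.37, against 1.84 for HSPC). They also did so in the 10 dpf cluster with 433 WT cells (1.88 against 2.13). In the 6 dpf cluster of 278 runx1-/- cells endothelial markers scored second (2.02 against 3.17). Whether gata2b follows these differences was not tested. The result is also qualified by the naming of the clusters, by the loss of the call without 10 dpf and over cells with a myb UMI (1.08), and by gata2b being among the leading genes of best-scoring clusters at 10 dpf that were nearly all runx1-/-, although it was left out of the clustering.

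One of 2 loci named rrm2 (ENSDARG00000020711) was counted in the runx1-/- libraries from 6 dpf on and nearly absent in WT. It was chosen after its values were seen. Its whole-library level was 37.5, 98.5, 340.2 and 237.4 CPM in runx1-/- at 6 dpf, 10 dpf, bloodless and recovered, against 0.0558, 0.144 and 0.104 CPM in WT at 6, 10 and 16 dpf. It was the only gene of 24201 with at least 5 CPM in those 4 libraries and under 0.5 CPM in those 3, and si:dkey-21e2.12 was the only one the other way. More dividing cells in runx1-/- are argued against as the whole cause. Over whole libraries the log2 ratio of the locus lay above those of the second rrm2 locus (ENSDARG00000078069) and of mki67 by at least 7.17, the lowest being 6 dpf, where it was 8.81 against 1.64 and 0.99. Those genes were higher in runx1-/- at 6 dpf, and in the 19 runx1-/- erythroid-like cells of that age far higher (359.8 against 10.6 CPM for the second locus, 229.2 against 13.8 CPM for mki67). The locus had a log2 ratio of 6.88 there (5.07 to 13.19), from 1 WT count, so that comparison does not separate it from division. In erythroid-like cells at 10 dpf it was 8.10, while that of the second locus was −0.23 and that of mki67 −1.07. A strain variant against the reference is consistent with the level in WT, at most 0.339 CPM in any of 4 cell sets from 6 dpf, but this was the pattern that prompted it. At 2.5 dpf, whose gene list differs, both genotypes were low, with 2.60 CPM in WT and 2.95 CPM in runx1-/-, which a fixed variant of the line would give only if the 2.5 dpf gene list counted the locus differently. Reads shared between the 2 rrm2 loci cannot be told apart from a change of level, since both together gave log2 ratios as low as 0.53 in erythroid-like cells. All libraries are labelled with the same strain, and the reads were not analysed here. For these reasons rrm2 counts in this series may not follow proliferation.

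Endothelial marker RNA was high in HSPC-scoring clusters of runx1-/- libraries. The sum of 8 markers was 127.1, 117.7, 24.4 and 15.2 CPM at 6 dpf, 10 dpf, bloodless and recovered, against 2.26, 2.52, 10.6 and 5.002 CPM in WT from 2.5 to 16 dpf. In the clusters named HSPC-like it was 128.3 CPM in runx1-/- and 0.947 CPM in WT at 6 dpf, and 60.6 and 6.41 CPM at 10 dpf. At 16 dpf the named clusters had 1.32 CPM in bloodless and 1.52 CPM in recovered cells against 4.16 CPM in WT, the last from 2 counts, so the higher level at that age lay in clusters held back from the name. The list left out fli1a and cldn5b of the 10 endothelial markers. RNA from other cells is argued against, since in 4 of 4 libraries the interval lay above that of erythroid-like cells, which had at most 0.523 CPM. Separate endothelial cells within the clusters are not settled. Among thinned cells at 10 dpf, 6.59% of those with a myb UMI and 11.96% of those without had an endothelial UMI, a log2 ratio of −0.86, and at 6 dpf the shares were 3.08% of 65 cells and 15.9% of 208 cells. At 16 dpf they were 2.49% and 2.65% in bloodless and 1.29% and 3.096% in recovered cells. With a single UMI often missed, mixed clusters and cells with both programmes cannot be told apart. Cells between endothelium and blood could be a biological reading, and it was not tested further.

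The insulin gene ins had 68813 counts in the recovered library, of which 36396 and 32320 lay in 2 cells, and the third-highest cell had 4. In the other 8 libraries it had at most 7 counts. The second of these cells was among the HSPC-like cells and carried the ins value of the within-age ranking. No explanation was tested.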
